# Comparative Transcriptomic Analysis of Cerebellar Astrocytes across Developmental Stages and Brain Regions

**DOI:** 10.3390/ijms25021021

**Published:** 2024-01-13

**Authors:** Wookbong Kwon, Dong-Joo Choi, Kwanha Yu, Michael R. Williamson, Sanjana Murali, Yeunjung Ko, Junsung Woo, Benjamin Deneen

**Keywords:** astrocyte, transcriptome, cerebellum, postnatal development, pediatric brain tumors

## Abstract

Astrocytes are the most abundant glial cell type in the central nervous system, and they play a crucial role in normal brain function. While gliogenesis and glial differentiation occur during perinatal cerebellar development, the processes that occur during early postnatal development remain obscure. In this study, we conducted transcriptomic profiling of postnatal cerebellar astrocytes at postnatal days 1, 7, 14, and 28 (P1, P7, P14, and P28), identifying temporal-specific gene signatures at each specific time point. Comparing these profiles with region-specific astrocyte differentially expressed genes (DEGs) published for the cortex, hippocampus, and olfactory bulb revealed cerebellar-specific gene signature across these developmental timepoints. Moreover, we conducted a comparative analysis of cerebellar astrocyte gene signatures with gene lists from pediatric brain tumors of cerebellar origin, including ependymoma and medulloblastoma. Notably, genes downregulated at P14, such as Kif11 and HMGB2, exhibited significant enrichment across all pediatric brain tumor groups, suggesting the importance of astrocytic gene repression during cerebellar development to these tumor subtypes. Collectively, our studies describe gene expression patterns during cerebellar astrocyte development, with potential implications for pediatric tumors originating in the cerebellum.

## 1. Introduction

Astrocytes, with their intricate structural and physiological properties, play vital roles in brain function. They communicate with neurons, regulate synaptic transmission and synaptogenesis, buffer neurotransmitters, and support the blood–brain barrier [1,2,3]. Despite their involvement in nearly every facet of brain physiology, astrocytes have traditionally been viewed as a homogeneous population of supporting cells due to their inability to generate action potentials [4]. However, recent studies over the past decade have dispelled this assumption with significant strides in unraveling the molecular diversity of astrocytes [4,5]. Molecular probing of the astrocyte transcriptome, facilitated by the brain-wide astrocyte-specific marker Aldh1l1 [6], has revealed extensive molecular heterogeneity across brain regions [7,8,9,10]. Despite recent advances in our understanding of astrocyte diversity, the molecular heterogeneity of astrocytes during brain development remains incomplete. 

The cerebellum has long been recognized as the central area for motor coordination within the central nervous system (CNS). In addition, it is now known to be related to other various behavioral outputs, such as cognitive and emotional function [11,12,13]. During cerebellar development, essential biological processes, including proliferation, differentiation, migration, and synaptogenesis occur, establishing the cerebellar circuits for diverse behavioral outputs [11,14]. Dysregulation of these processes contributes to a range of neurological disorders, including autism, neurodevelopmental disorders, ataxia, and pediatric brain tumors originating in the cerebellum, such as ependymoma and medulloblastoma [11,15,16,17]. Roles for diverse astrocyte populations in these various cerebellar functions remain obscure.

Glial cells in the cerebellum control various aspects of neuronal circuits, such as regulating the excitatory–inhibitory balance, responding to nearby neurotransmitters, or maintaining connections among cerebellar networks [18,19,20]. First described and classified by Ramón y Cajal based on morphology and position, glial cells in the cerebellum are now categorized into three major types: (1) Bergmann glia (BG), which align with Purkinje cell (PC) somata to organize the PC layer and surround granule cell (GC) axons, PC dendrites, and synapses in the molecular layer, (2) Velate astrocytes (VA), with bushy, star-shaped processes located in the granular layer, and (3) fibrous astrocytes (FA), characteristic of the white matter [14,21]. Despite evidence that cerebellar astrocytes exhibit cellular heterogeneity, our understanding of their molecular heterogeneity remains poorly defined. To understand this in the context of cerebellar development, it is crucial to decipher the molecular signatures during the immediate postnatal period.

In this study, we performed transcriptomic profiling of postnatal cerebellar astrocytes using *Aldh1l1-GFP*-based RNA sequencing (RNA-Seq) and identified temporal-specific gene signatures during cerebellar development. We pinpointed cerebellar-specific, astrocyte-enriched genes at each time point by comparing them with region-specific astrocyte DEGs from the cortex, hippocampus, and olfactory bulb. In addition, we conducted a comparative analysis of cerebellar gene signatures with gene lists from pediatric brain tumors of cerebellar origin, which identified cerebellar-specific P14 downregulated genes that exhibited increased expression in pediatric tumors. Altogether, these findings reveal differential expression of transcriptomes in cerebellar-specific astrocytes during postnatal development compared with other brain regions, and transcriptomic relationships with cerebellar-specific pediatric cancers, medulloblastoma, and ependymoma.

## 2. Results

### 2.1. Dynamic Astrocyte Marker Expression Changes during Cerebellar Development

To understand how astrocyte expression patterns evolve during cerebellar postnatal development, we conducted co-immunostaining of green fluorescent protein (GFP) and Glial Fibrillary Acidic Protein (GFAP) in the cerebellum of *Aldh1l1-GFP* reporter mice at P7, P14, and P28 time points (Figure 1A). We observed robust changes in cerebellar layers during these initial stages of postnatal development, which were accompanied by alterations in Aldh1l1-GFP expression. Notably, the P7 cerebellar cortex exhibited a characteristic external granular layer (EGL) with a relatively unorganized Purkinje cell (PC) layer and granule cell (GC) layer (Figure 1Aa’). However, by 14, the molecular, PC, and GC layers were observed in the cerebellar cortex at P14 and P28 (Figure 1Ab’,c’). Additionally, we analyzed the area of Aldh1l1-GFP or GFAP from three major astrocyte layers: Bergmann glia (BG), Velate astrocytes (VA), and fibrous astrocyte (FA) (Figure 1B,C). During layer development of the cerebellum, three types of astrocytes exhibited distinct morphological changes along with variations in GFAP expression patterns. The initial GFP-positive region for all three astrocyte types was comparable at P7 but underwent rapid expansion in the BG layer, which exhibited a reduction in the VA layers and remained unchanged in the FA area. (Figure 1D–F). GFAP expression patterns, however, differed notably from GFP; FAs exhibited consistently high GFAP expression across all time points, whereas BGs and VAs demonstrated a gradual increase in GFAP expression throughout development (Figure 1G–I).

### 2.2. Stage-Specific Astrocytic Gene Expression Signatures during Postnatal Cerebellar Development

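Cells expressing green fluorescent protein (GFP) from the Aldh1l1 promoter, which marks astrocytes, were sorted by fluorescence from dissociated mouse cerebellum at P1, P7, P14 and P28, and their RNA was sequenced in 3 libraries per time point, 12 in all. For whole-transcriptome sequencing, the paper's methods describe the making of cDNA and libraries with the Trio kit and paired-end sequencing on an Illumina NextSeq instrument. A following section on RNA sequencing describes an Illumina NovaSeq X instrument at a service provider. The authors aligned the reads to the mouse genome mm10 with STAR, counted them on UCSC transcripts and normalized the counts with DESeq2. The deposited table lists 24421 genes by symbol, 20205 of them with a read in at least 1 library, and its values are counts divided by one size factor per library. Undoing this division gave whole reads for 100% of the values. Reads counted on genes ranged from 11478899 to 14733985 per library at P1 (median 12777850), from 6399499 to 11328604 at P7 (median 10878006), from 9470510 to 9856910 at P14 (median 9573905) and from 7965152 to 10269334 at P28 (median 9337259). The paper states about 40 M reads per sample, and the values here use the reads counted on genes. At least 1 read was found for 17464 to 17785 genes at P1, 17715 to 18051 at P7, 16197 to 16642 at P14 and 14249 to 14749 at P28. The labels list the 3 libraries of a time point as replicates, and they were treated as separate samples. In a check for a library entered more than once, all 12 pairs of libraries from one time point differed by more than sampling noise, with log2 correlations from 0.824 to 0.977. Expression was compared on log2(normalized count + 1) with limma in one model of all 12 libraries, over the 15464 genes with a normalized count of at least 10 in at least 3 libraries. Fold changes on this scale understate the change of low genes. Genes were called differentially expressed at the paper's threshold, read as an unadjusted p-value under 0.05 and a log2 fold change over 0.75 in either direction, and the count after Benjamini-Hochberg adjustment is given beside it.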

To evaluate how astrocytic gene expression changes during cerebellar development, we performed RNA sequencing on GFP-sorted cells from cerebellum of *Aldh1l1-GFP* mice at P1, P7, P14, and P28 time points (Figure 2A). 

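Global expression was examined by principal component analysis of rlog-transformed reads, over the 17864 genes with a mean count over 1, with the 500 most variable of these. PC1 accounted for 71.6% of the variance, PC2 for 12.4% and PC3 for 5.72%. The share of PC1 moved most when all 17864 genes entered in place of the 500 most variable, to 45.3%, with 14.4% on PC2. With each library left out in turn, PC1 ranged from 69.7% to 74.7% and PC2 from 10.1% to 14.3%.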

As an unbiased approach for examining global gene expression patterns at each time point, we initially performed principal component analysis (PCA) using a rlog-transformed gene expression matrix of global gene expression > 1 for each time (PC1: 72% variance, PC2: 13% variance). The PCA revealed distinct gene expression patterns that were unique for each time point (Figure 2B). 

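The mean position on PC1 was -29.2 ± 3.11 (SD, n = 3) at P1, -25.2 ± 0.252 at P7, 21.8 ± 2.94 at P14 and 32.6 ± 1.02 at P28. On PC2 it was 14.5 ± 3.57 at P1, -13.9 ± 1.16 at P7, -7.67 ± 1.06 at P14 and 7.08 ± 1.18 at P28. The libraries of any time point did not overlap with those of another on PC1, although P1 and P7 lay close together there and were apart on PC2. For a single pair of time points, 3 libraries against 3 cannot give an exact permutation p below 0.1.

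**Figure D1:**
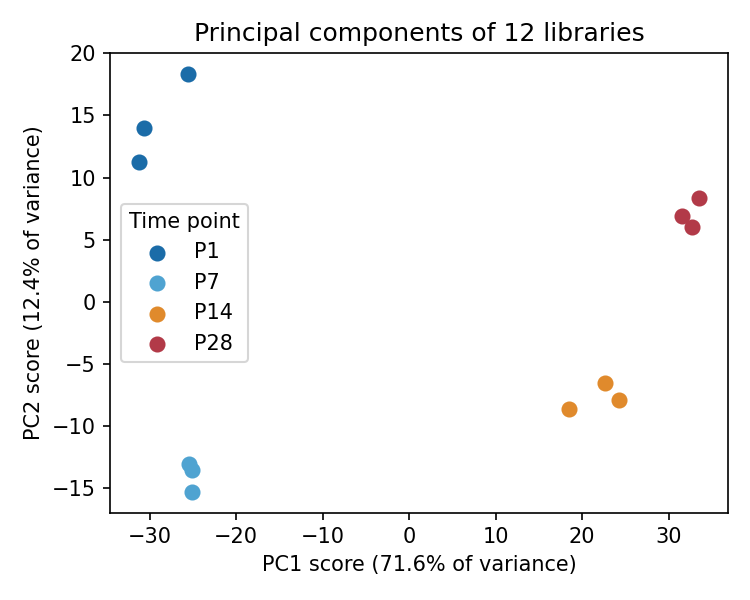
Positions of the 12 libraries on PC1 (horizontal axis) and PC2 (vertical axis) of the rlog-transformed expression, coloured by time point, 1 point per library. The P1 and P7 libraries have negative PC1 positions and the P14 and P28 libraries positive ones.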

The time points P14 and P28 displayed the greatest variation in expression pattern when compared with P1 and P7, suggesting that the transcriptomes of astrocytes at P14 and P28 are markedly different from astrocytes at P1 and P7 (Figure 2B). 

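The mean PC1 position of the 6 libraries at P14 and P28 was 54.4 units above that of the 6 libraries at P1 and P7, and every library of the former lay above every library of the latter (exact permutation test over 924 splits, p = 0.00216, the smallest p these numbers allow, counting both directions). From this separation, the paper proposes that the transcriptomes of astrocytes at P14 and P28 differ markedly from those at P1 and P7. The paper read this split from the same 12 libraries, and PC1 is fitted to them, so the permutation test is not independent evidence.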

From this dataset, we found that 1337 genes were differentially expressed from P1 to P7, while 2690 genes were differentially expressed from P7 to P14, and 2539 genes were differentially expressed from P14 to P28. 

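Of the 15464 genes tested, 2198 passed the threshold from P1 to P7 (1073 higher and 1125 lower), 4058 from P7 to P14 (2031 higher and 2027 lower) and 3725 from P14 to P28 (1211 higher and 2514 lower). Among genes with at least 10 reads in every library, 1150 were higher and 1161 lower in the last step. After Benjamini-Hochberg adjustment of limma's p-values, with the same fold change, 1084, 2908 and 2027 genes were called. This adjustment moved the number from P1 to P7 most. With only the 6 libraries compared in the model, 3304, 4830 and 2599 genes were called in the 3 steps. After adjustment these were 2300, 3953 and 736, so the order of the first and last steps was reversed in this setting. The model of all libraries shares 1 variance, while log2 correlations were lower at P28 (0.824 to 0.846) than at P7 (0.957 to 0.977). Scaling by library totals alone shifted the median log2 fold change of all genes from 0.037 to 0.095, from -0.086 to -0.34 and from -0.12 to -0.35 in the 3 steps, and with it the share of higher genes among those called went from 48.8% to 54.1%, from 50.0% to 32.2% and from 32.5% to 16.4%. The 3 libraries of one time point lay entirely above or below those of the other for 38.3%, 46.1% and 26.1% of the tested genes, where chance gives 10%, and for 2072, 3898 and 2749 of the genes called. Table S5 of the paper lists 1338 genes for P1 and P7, of which 1290 were tested here, all 1290 changed in the same direction and 1251 were also called. Among genes with non-overlapping time points and an adjusted p under 0.05, the largest rises from P1 to P7 were in Ttr (log2 fold change 7.65, adjusted p = 0.00289), Xist (7.48, adjusted p = 0.0478) and Prr32, which was at least 65.2-fold higher. With P7 replicate 3 left out Xist had an adjusted p of 0.203, and with P7 replicate 2 left out Prr32 had one of 0.0916. Xist, which is expressed from the inactive X chromosome of female cells, had 90.3 normalized counts in P7 replicate 2. It had 24667 and 25471 in P7 replicates 1 and 3. Its rise may therefore follow the sex of the animals, which the labels do not give, and not age. The largest falls were in Prdm12 (-6.87), Fgf15 (-4.78) and Corin (-4.67). From P7 to P14, Etnppl (7.96), Dao (6.79) and Cbln3 (6.57) rose most, while Prdm13 was at least 126-fold lower, Gm14204 at least 144-fold lower and Lhx5 fell by 7.50 on the log2 scale. From P14 to P28 the mean normalized counts of the Y-linked genes Ddx3y and Kdm5d were at least 176-fold and 145-fold higher. Such bounds compare arithmetic means, and here P28 replicates 1 and 2 carry them. The log2 fold changes, from means of log2 values, were 7.09 and 6.36, which are smaller changes. These Y-linked genes may follow sex and not age. Pmel rose by 4.17 on the log2 scale, while Cpa3, H2-Aa and Sgk2 were at least 33.2-fold, 43.1-fold and 36.7-fold lower. These bounds were 102-fold for Ddx3y without P28 replicate 1, 88.0-fold for Kdm5d without P28 replicate 2 and 25.0-fold for H2-Aa without P14 replicate 3. The adjusted p of Ddx3y was 0.0712 without P14 replicate 3 and that of Kdm5d 0.121 without P14 replicate 1, and neither gene had more than 5 reads in P28 replicate 3. Ttr ranged from 796 to 107436 normalized counts between the P14 libraries, and Prr32 from 2.17 to 259. Both were lowest in replicate 3 and highest in replicate 1. At P28 both were again lowest in replicate 3, at 17368 and 1.35 normalized counts. These genes thus vary widely between libraries of the same age, and whether the sorted astrocytes express them was not tested. Such lower bounds and the number of reads cover counting error only.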

To validate astrocyte-specific signatures in our molecular profile, we conducted a comparison between our dataset and existing gene signatures derived from adult cerebellar astrocytes [10]. This comparison confirmed progressive increases in the expression patterns of astrocytic signatures, which were aligned closely with those identified in adult cerebellar astrocytes (Figure 2C,D). 

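The 50 genes shown in Fig. 2D as the adult cerebellar astrocyte signature were all among the genes tested. They are the top genes of the paper's comparison of its own data with that signature, and the paper's text does not name how they were ranked, so tests on them are not independent evidence where the ranking used these libraries. Their median log2 fold change was -0.92 from P1 to P7 (6 higher, 44 lower), 2.11 from P7 to P14 (48 higher, 2 lower) and 1.03 from P14 to P28 (47 higher, 3 lower). The competitive gene set test camera of limma, adjusted over 17 list tests, gave adjusted p = 2.78e-22, 7.93e-35 and 2.60e-25 for the 3 steps, and the calls hold under the rotation test fry, with adjusted p of 0.00284, 2.97e-05 and 0.00191. With an adjusted p under 0.05 over all genes tested, 3 were higher and 32 lower at P7 than at P1, 44 were higher and 1 lower at P14 than at P7, and 37 were higher and 1 lower at P28 than at P14. Adjusted over the list alone, these counts were 5 and 40, 46 and 1, and 42 and 1. The mean was highest at P28 for 43 of the 50 genes and lowest at P7 for 42. The alternative that moved the list's median most was scaling by library totals alone, to 1.86 from P7 to P14 and 0.79 from P14 to P28. Among the most abundant members, Slc1a3 changed by -0.70 (adjusted p = 0.0927), 2.54 (adjusted p = 4.22e-06) and 1.04 (adjusted p = 0.0103, or 0.0527 without P14 replicate 3) in the 3 steps. Its change from P1 to P7 was -0.42 without P7 replicate 2 and -0.86 without P7 replicate 1. Aldh1l1, the gene whose promoter drives GFP, lies on chromosome 6 of GRCm38 (the build of mm10) from 90486427 to 90600203. It had 5008 ± 1320 normalized counts (SD, n = 3) at P1, 1470 ± 525 at P7, 1879 ± 86.1 at P14 and 2921 ± 446 at P28, with a log2 fold change of -1.80 from P1 to P7 (standard error 0.25, adjusted p = 4.66e-04) and later steps of 0.42 (adjusted p = 0.271) and 0.63 (adjusted p = 0.105). The step from P7 to P14 was 0.13 without P7 replicate 2, 0.67 without P7 replicate 1 and 0.16 with library totals alone. Gfap, on chromosome 11 from 102887336 to 102900912, had 665 ± 265 normalized counts at P1, 1444 ± 327 at P7, 1354 ± 243 at P14 and 2732 ± 672 at P28. It rose by 1.19 from P1 to P7 (adjusted p = 0.0262, or 0.114 without P7 replicate 1), did not change measurably to P14 (-0.084, adjusted p = 0.891, and 0.077 without P7 replicate 1) and rose by 1.00 to P28 (adjusted p = 0.0405, or 0.149 without P14 replicate 3).

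**Figure D2:**
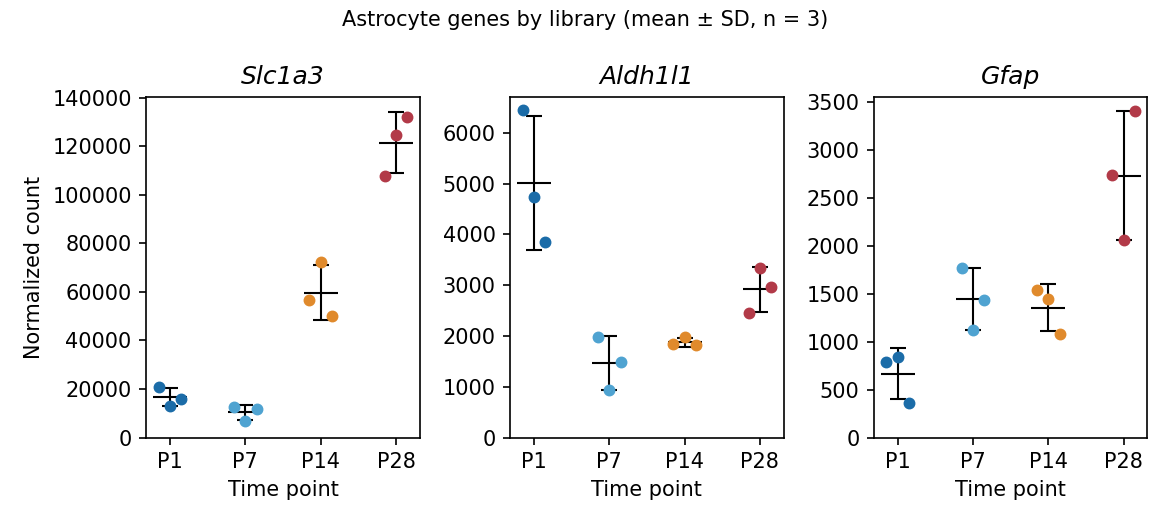
Normalized counts of Slc1a3, Aldh1l1 and Gfap in each library by time point, with horizontal lines at the mean and error bars of 1 SD (n = 3). Slc1a3 and Gfap are highest at P28, while Aldh1l1 is highest at P1, at 5008 on average against 2921 at P28.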

Next, we conducted differential gene expression analysis by comparing the time point expression profiles to determine temporal-specific differentially expressed genes (DEGs). The identified DEGs (up: 186 genes, down: 280 genes at P1, up: 109 genes, down: 199 genes at P7, up: 136 genes, down: 58 genes at P14, and up: 345 genes, down: 1073 genes at P28, Table S1) are unique to their respective time points, showing significant up- or downregulation and exhibiting a fold change >0.75 at *p* < 0.05. 

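Genes changed in the same direction against all 3 other time points numbered 340 up and 415 down at P1, 271 up and 411 down at P7, 301 up and 101 down at P14, and 685 up and 1475 down at P28. With limma's Benjamini-Hochberg adjusted p in place of the unadjusted p, the numbers were 171 and 233, 106 and 250, 159 and 36, and 441 and 760. By ratio, the largest move under another setting was that of the genes down at P28, to 509 with at least 10 reads in every library. Without P7 replicate 3, 177 genes were up at P7. Of the genes listed in Table S1 of the paper, the sets here held 180 of 186 up and 246 of 280 down at P1, 107 of 109 and 196 of 199 at P7, 131 of 135 and 32 of 58 at P14, and 327 of 345 and 785 of 1072 at P28. By their smallest change over the 3 comparisons, Prdm12 and Fgf15 led the genes up at P1, Mobp and Ttr those down at P1, Tfap2c and Neurod4 those up at P7, Otof and Mt2 those down at P7, and Ninj2 and Erbb3 those up at P14. Ddx3y and Nphs1 led those down at P14, Tex36 and Tmem52 those up at P28, and D17H6S56E-5 and Scrt2 those down at P28. Against the preceding time point, Mobp changed by 6.35 (adjusted p = 1.22e-06), Tfap2c by 4.79 (adjusted p = 0.00194), Neurod4 by 4.54 (adjusted p = 0.00646), Otof by -3.32 (adjusted p = 0.0255, or 0.118 without P7 replicate 2) and Mt2 by -3.25 (adjusted p = 7.62e-04) on the log2 scale. Ninj2 changed by 4.87 (adjusted p = 0.00421), Erbb3 by 4.01 (adjusted p = 0.00253), Nphs1 by -5.79 (adjusted p = 7.22e-04) and Scrt2 by -6.43 (adjusted p = 2.90e-04). D17H6S56E-5 was at least 26.1-fold lower at P28 than at P14, or 17.1-fold without P14 replicate 1. Tex36 (3.25, adjusted p = 0.0629) and Tmem52 (3.12, adjusted p = 0.133) passed the unadjusted threshold only, and both moved with single libraries. Tex36 changed by 1.99 without P28 replicate 3 (adjusted p = 0.208) and had an adjusted p of 0.0131 without P28 replicate 1. Tmem52 changed by 2.17 without P14 replicate 2 (adjusted p = 0.362) and had an adjusted p of 0.0158 without P28 replicate 2. Ddx3y is Y-linked and had 2.39, 709 and 3.88 normalized counts in the 3 P7 libraries, with an adjusted p of 0.136 from P7 to P14.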

Figure 2E visualizes the expression of each set of DEGs across every time point, highlighting the enrichment of these genes within their temporal context. To decipher the cellular pathways regulated by these DEGs, we conducted biological Gene Ontology (GO) analysis on the DEGs from each time point (Figure 2F). 

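For axon guidance, 71 genes of the semaphorin, ephrin, slit and netrin families and of their receptors were tested as a list fixed in advance. Their mean was highest at P1 for 36 of the 71 and lowest at P28 for 37. From P1 to P7 their median log2 fold change was -0.24 (25 higher, 46 lower, camera adjusted p = 0.0275, fry adjusted p = 0.0328), with limma's adjusted p under 0.05 for 6 higher and 11 lower genes over all genes tested, and for 7 and 13 adjusted over the list alone. Without P7 replicate 1 this median was -0.14 (adjusted p = 0.0870), without P1 replicate 3 it was -0.39, and without P1 replicate 1 the adjusted p was 0.107. Among the 10911 genes with at least 10 reads in every library it was -0.19, with an adjusted p of 0.151, and over all alternatives the adjusted p ranged from 0.00574 to 0.151. From P14 to P28 the median was -0.83 (22 higher, 49 lower), or -0.75 with 8 members at their lower bound and -0.17 among genes with at least 10 reads in every library, with a camera adjusted p of 0.00239 and a fry adjusted p of 6.99e-04. In this step 7 were higher and 18 lower over all genes tested, and 7 and 25 adjusted over the list alone. The most abundant members did not follow the list, since Sema6d changed by -0.028 from P1 to P7 (0.031 with library totals alone, and 0.094 without P1 replicate 1) and by 1.13 from P14 to P28 (adjusted p = 0.00115), and Neo1 by -0.026 (0.032 with library totals alone, and 0.096 without P1 replicate 1) and 0.13 (adjusted p = 0.669, and -0.11 with library totals alone). For myelination, 20 genes of myelin and its assembly had a median log2 fold change of 2.57 from P1 to P7 (19 higher, 1 lower, camera adjusted p = 2.05e-25, fry adjusted p = 3.08e-06), with 15 higher over all genes tested and 15 adjusted over the list alone. From P7 to P14 it was 3.41, with all 20 higher (camera adjusted p = 7.25e-23, fry adjusted p = 1.08e-06), 19 over all genes tested and 20 adjusted over the list alone. The mean was lowest at P1 for 19 of the 20 genes. Mbp rose by 4.21 from P1 to P7 (adjusted p = 1.36e-05) and by 3.64 to P14 (adjusted p = 3.99e-06).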

Interestingly, we observed dynamic changes in gene expression patterns during cerebellar development, with DEGs related to axon guidance and projections enriched at P1 and downregulated at P28, while DEGs associated with myelination were downregulated at P1.

To gain additional insights into these astrocytic gene expression patterns, we sought to pinpoint the expression signatures that undergo up- or downregulation at specific time points during cerebellar development. We identified the expression of gene signatures that are specifically up- or downregulated from each time point compared with their preceding counterparts (Figure 2G, Table S2). The identified DEGs exhibited significant up- or downregulation, with a fold change >0.75 at *p* < 0.05 compared with their respective prior time points (up from P7: 298 genes, up from P14: 840 genes, up from P28: 405 genes, down from P7: 324 genes, down from P14: 858 genes, and down from P28: 1278 genes). 

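With genes assigned to the step at which alone they were called, 348 genes were up from P7, 893 up from P14, 541 up from P28, 373 down from P7, 1282 down from P14 and 1480 down from P28. With limma's Benjamini-Hochberg adjusted p the numbers were 180, 864, 322, 209, 1046 and 871. The number down from P28 moved most, to 535 with at least 10 reads in every library. These sets share 173 of 298, 541 of 839 and 250 of 405 of the upregulated genes, and 187 of 325, 585 of 857 and 752 of 1277 of the downregulated genes, with Table S2 of the paper, in the order P7, P14, P28.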

We then performed biological GO analysis with these DEGs, revealing widespread alterations in the GO biological processes at each time point (Figure 2H). For example, DEGs associated with synaptic and axon functions were broadly altered in both up- and downregulated genes at P7, while various lipid and peptide metabolic processes were altered at P14. 

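At P7, lists of genes for the synapse moved both ways. The 48 synaptic vesicle genes tested had a median log2 fold change of 0.53 from P1 to P7 (32 higher, 16 lower, camera adjusted p = 2.47e-05, fry adjusted p = 0.0106), with limma's adjusted p under 0.05 for 12 higher and 1 lower, and for 19 and 4 adjusted over the list alone. The 34 genes of synaptic adhesion had a median of -0.64 (5 higher, 29 lower, camera adjusted p = 6.54e-06, fry adjusted p = 6.01e-04), with 2 higher and 6 lower over all genes tested and 2 and 12 adjusted over the list alone. Of their most abundant members, Snap25 rose by 1.70 (adjusted p = 0.00145), Syt11 fell by 0.60 (adjusted p = 0.0399, or 0.164 without P7 replicate 2) and Ptprd did not change measurably (0.16, adjusted p = 0.770, and -0.039 without P1 replicate 2). At P14, the 52 sphingolipid genes tested had a median of 0.62 from P7 (41 higher, 11 lower, camera adjusted p = 1.05e-06, fry adjusted p = 4.51e-06), with 20 higher and 3 lower over all genes tested and 21 and 4 adjusted over the list alone. With library totals alone this median was 0.36. The most abundant of them, Psap and Ugt8a, rose by 1.58 (adjusted p = 6.05e-06) and 2.92 (adjusted p = 1.16e-06). For peptide synthesis, all 76 ribosomal protein genes tested were lower at P14 than at P7, with a median of -0.97 (camera adjusted p = 4.71e-28, fry adjusted p = 1.46e-05), 63 of them over all genes tested and 68 adjusted over the list alone. Rpl7a changed by -0.65 (adjusted p = 0.00546) and Rpsa by -1.28 (adjusted p = 3.28e-04), and reads of ribosomal protein genes can be shared with their many processed pseudogenes.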

We also found that genes related to vascular, gland, and immune functions were altered at P28.

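For vascular functions, 20 genes of endothelial cells had a median log2 fold change of -0.66 from P14 to P28 (1 higher, 19 lower). The camera adjusted p was 0.0205, the call was not held under fry (adjusted p = 0.289), and over all alternatives the adjusted p ranged from 3.02e-05 to 0.289. Without P28 replicate 1 the median was -0.91 (camera adjusted p = 0.0649). With limma's adjusted p, 2 of the genes were lower over all genes tested and 2 adjusted over the list alone, and none was higher (0 also at an unadjusted p under 0.05). Kdr fell by 2.04 (adjusted p = 0.0293, or 0.106 without P14 replicate 1) and Ptprb by 1.12 (adjusted p = 0.228). For immune functions, 22 genes of microglia and macrophages had a median of -1.76 (2 higher, 20 lower), or -1.73 with 3 members at their lower bound and -0.89 among genes with at least 10 reads in every library, with a camera adjusted p of 9.41e-05 and a fry adjusted p of 0.00826. In this list 5 genes were lower over all genes tested and 10 adjusted over the list alone. Csf1r fell by 1.17 (adjusted p = 0.0543, 0.161 without P28 replicate 3 and 0.0233 without P1 replicate 3), and P2ry12 did not change measurably (0.17, adjusted p = 0.730, and -0.068 with library totals alone). No list was set for gland functions.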

### 2.3. Region-Specific Astrocyte-Enriched Gene Signatures during Postnatal Development

To investigate whether developing cerebellar astrocyte gene signatures are universal or region-specific, we conducted a comparative analysis by aligning cerebellar-enriched gene signatures with temporally corresponding DEGs from cortical, hippocampal, and olfactory astrocytes as previously reported datasets [22] (Figure 3A). Next, we performed PCA using a rlog-transformed gene expression matrix of global gene expression >1 for each region across four time points (PC1: 37% variance, PC2: 25% variance). The PCA applied to data encompassing all four regions across four time points revealed significant differences between cerebellar gene signatures and those from the other three brain regions (Figure 3B). In our analysis, we compared DEGs across all four regions at the same time points to identify universally conserved astrocyte genes. The results indicated minimal gene conservation during the P1 to P7 (12 shared genes, Figure 3C,D) and P14 to P28 periods (2 shared genes, Figure 3G,H), while a more substantial set of 214 shared DEGs emerged during the P7 to P14 period (Figure 3E,F). These results suggest that cerebellar astrocytes undergo distinct gene expression changes during the P1 to P7 and P14 to P28 periods, setting them apart from other brain regions. In addition, during the P7 to P14 period, these astrocytes express a subset of genes that are globally conserved (Figure 3I). To gain additional insight into these gene expression patterns, we conducted GO analysis using the enriched genes identified in the four brain regions at each time point (Figure 3J–L). We observed that DEGs in cerebellar astrocytes across three time points (P7, P14, and P28) are linked to nervous system development and the regulation of synaptic function. In contrast, DEGs in the other three regions (cortex, hippocampus, and olfactory) exhibited diverse functional GO terms associated with post-developmental processes. These results suggest that cerebellar astrocytes undergo distinct postnatal biological processes that set them apart from those observed in other brain regions.

### 2.4. Identification of Cerebellar-Specific Enriched Astrocyte Gene Signatures during Postnatal Development

We next sought to identify cerebellar-specific enriched genes by comparing the cerebellar-specific gene sets with those of the other three brain regions used for comparison (cortex, hippocampus, and olfactory) at the same time point. This analysis resulted in the identification of over 900 cerebellar-specific genes at each time point (Figure 4A). Through the GO analysis of these genes, we found distinct biological processes associated with the P1 and P7 gene signatures, while P14 and P28 shared several common biological GO terms, such as functions for synaptic transmission or calcium ion regulation. Specifically, P1-enriched astrocyte genes were associated with functions related to extracellular matrix organization, whereas P14-enriched genes were predominantly linked to cell cycle regulation (Figure 4B). To identify cerebellar-specific, astrocyte-enriched genes that are conserved, we compared cerebellar-specific enriched genes across the four time points (P1, P7, P14, and P28), resulting in the isolation of 73 genes (Figure 4C,D). We next compared these genes with the adult cerebellar-enriched astrocyte gene signature [10], leading to the identification of 41 developmental cerebellar-specific, astrocyte-enriched genes and 32 genes exhibiting expression into the adult stage (Figure 4E). GO analysis revealed that developmental cerebellar-specific, astrocyte-enriched genes are primarily associated with gene regulatory functions, including chromosome organization and telomere maintenance. In contrast, genes that maintain expression into the adult stage are linked to certain processes, such as neuronal differentiation, renal system development, and microtubule bundle formation (Figure 4F). Figure 4G displays a heatmap of developmental-specific astrocyte-enriched genes that consistently exhibit high expression in cerebellar astrocytes throughout postnatal development.

### 2.5. Identification of Cerebellar-Specific Gene Signatures Expressed in Pediatric Brain Tumors

The cerebellum is a frequent location for pediatric brain tumors, including ependymoma and medulloblastoma [23,24,25]; therefore, we next assessed the association between cerebellar-specific astrocyte gene signatures and genes highly enriched in pediatric brain tumors originating in the cerebellum. To achieve this, we employed gene lists associated with Posterior fossa subgroup A ependymoma (PFA-EPN), Supratentorial ependymoma (ST-EPN), Shh-Medulloblastoma (SHH-MB), and Group 3 and 4 Medulloblastomas (G3-MB and G4-MB) (Figure 5A) [23,26]. Next, we compared genes enriched in these five different tumor types with our temporal-specific gene signatures at P7, P14, and P28 (Figure 5B, Table S4). Interestingly, all five types of tumors exhibited overlap with our cerebellum astrocyte signatures, highlighted by the downregulated DEGs at P14 with over 100 genes. Subsequently, we conducted GO analysis on genes from tumor groups that exhibited overlap with downregulated DEGs at P14, revealing an array of biological processes related to DNA regulatory functions, cell cycle processes, and chromosome regulation (Figure 5C,D). 

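The 36 genes shown in Fig. 5F, which the study chose partly from these libraries as downregulated at P14, were all tested. The P7 and P14 libraries behind that choice enter all 3 steps, so neither the time point of the highest mean nor the tests of any step are independent evidence. Each of the 36 had its highest mean at P7, and the mean was lowest at P28 for 26 of them and at P14 for 10. Their median log2 fold change was 0.64 from P1 to P7 (36 higher, camera adjusted p = 5.63e-05, fry adjusted p = 0.00826), where limma's adjusted p was under 0.05 for 0 genes and the unadjusted p for 6. From P7 to P14 it was -3.06 (36 lower, camera adjusted p = 5.62e-23, fry adjusted p = 1.08e-06), with 33 genes lower over all genes tested and 36 adjusted over the list alone. From P14 to P28 the median was -0.90 (8 higher, 28 lower), or -0.80 with 2 members at their lower bound, with 3 genes lower over all genes tested and 2 adjusted over the list alone. The camera adjusted p of this step was 0.0275 and the fry adjusted p 0.0120, and without P14 replicate 1 the median was -0.71 with an adjusted p of 0.110. Among genes with at least 10 reads in every library the median of this step was -0.041 (adjusted p = 0.385), and over all alternatives the adjusted p ranged from 0.00472 to 0.385. The most abundant members were Hmgb2 and Hmgb1, and Hmgb1 changed by 0.47 (adjusted p = 0.135), -1.46 (adjusted p = 4.31e-05) and 0.28 (adjusted p = 0.302) in the 3 steps. For Hmgb1 the last step was 0.17 without P28 replicate 1, 0.37 without P14 replicate 1 and 0.047 with library totals alone.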

Next, we isolated 36 genes that are highly expressed in all five types of tumors (Figure 5E) and observed that the 36 cerebellar astrocyte genes downregulated at P14 exhibited their highest expression at P7 and underwent a significant decrease thereafter from P14 (Figure 5F). Comparative analysis of the four brain regions in our study at corresponding time points (P1, P7, P14, and P28) revealed that the expression of these genes is cerebellar-specific and temporally elevated at P7 (Figure 5G). Finally, we identified 16 cerebellar-specific enriched genes that exhibited a significant decrease from P14 (Figure 5H,I). 

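In the cerebellar libraries, each of the 16 genes of Fig. 5I had its highest mean at P7, and 13 had their lowest at P28. From P7 to P14 all 16 were lower, with a median log2 fold change of -3.84 and single genes from -6.37 to -1.32 (camera adjusted p = 6.42e-12, fry adjusted p = 1.08e-06). limma's adjusted p was under 0.05 for 16 of them over all genes tested and for 16 adjusted over the list alone. The study chose these genes partly from the same libraries as well, so the time point of the highest mean and the tests are not independent evidence. From P14 to P28 the median was -1.15 (15 lower), or -1.02 with 2 members at their lower bound, and 2 genes were lower over all genes tested. Pcna, with Hmgb2 the most abundant of the 16, fell by 1.32 from P7 to P14 (adjusted p = 5.98e-04). The libraries of the other brain regions were not analysed here.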

To validate their expression patterns at each time point, we immunostained two candidate proteins, Kif11 and HMGB2, and observed that both proteins highly co-localize with *Aldh1l1-GFP* astrocytes. Moreover, their expression patterns were consistent with the temporal changes observed in our DEG analysis (Figure 5J and Supplementary Figure S1A–H). 

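The RNA of both candidates was measured in the sorted cells. Kif11, a mitotic kinesin gene on chromosome 19 of GRCm38 from 37376403 to 37421859, had 717 ± 254 normalized counts (SD, n = 3) at P1, 1262 ± 151 at P7, 60.0 ± 20.0 at P14 and 50.0 ± 63.0 at P28. Its log2 fold change was 0.87 from P1 to P7 (adjusted p = 0.673), -4.41 from P7 to P14 (standard error 0.81, limma's adjusted p = 0.00132) and -1.28 from P14 to P28 (adjusted p = 0.313). The last of these was -0.067 without P28 replicate 2 and -2.45 without P28 replicate 3 (adjusted p = 0.0148). Hmgb2, a gene of a chromatin protein on chromosome 8 from 57511907 to 57515999, had 2919 ± 284 normalized counts at P1, 4140 ± 124 at P7, 479 ± 117 at P14 and 241 ± 76.2 at P28. It changed by 0.51 from P1 to P7 (adjusted p = 0.259), by -3.14 from P7 to P14 (standard error 0.24, adjusted p = 9.16e-07) and by -1.01 from P14 to P28 (adjusted p = 0.0126, or 0.0570 without P14 replicate 1). Over all alternatives the adjusted p from P1 to P7 ranged from 0.0353 to 0.916 for Kif11 and from 0.0290 to 0.534 for Hmgb2. The paper's log2 fold changes from P7 to P14 in Table S5 are -4.41 for Kif11 and -3.12 for Hmgb2, and the copy of that table used here holds 1999 of the paper's 2690 genes. For both genes the 3 libraries at P14 lay below the 3 at P7 and at P1.

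**Figure D3:**
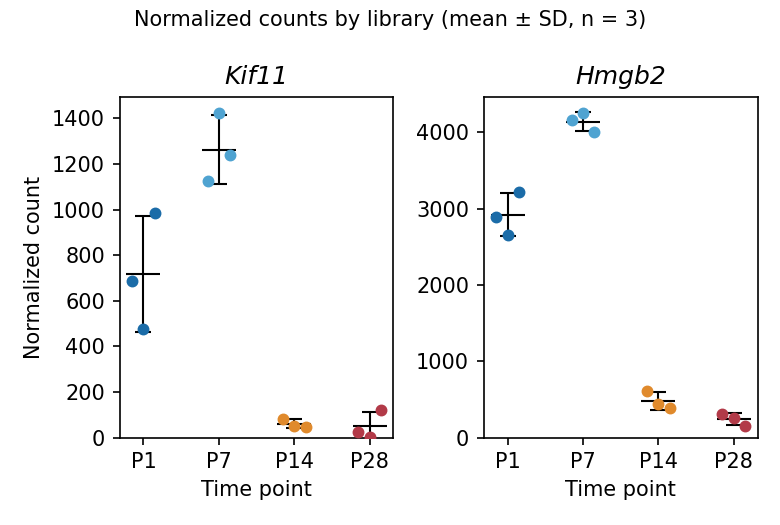
Normalized counts of Kif11 (left) and Hmgb2 (right) in each library by time point, with horizontal lines at the mean and error bars of 1 SD (n = 3). Both are highest at P7, at 1262 and 4140 on average, and fall to 60.0 and 479 at P14.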

Taken together, these data support the notion that our bioinformatic analysis can identify stage-specific cerebellar astrocyte genes enriched in pediatric tumors of cerebellar origin. This discovery could serve as a starting point for understanding developmental astrocyte marker gene changes, potentially offering a prognostic feature for pediatric brain tumors of cerebellar origin.

## 3. Discussion

Although the molecular heterogeneity of astrocytes across various brain regions has been extensively profiled in recent years [7,8,9,10], a comprehensive examination of cerebellar astrocytes during postnatal development has not been conducted. In this study, we hypothesized that the differential expression of astrocyte gene signatures during postnatal development is a crucial factor in controlling cerebellar development and the acquisition of mature astrocytic properties. To investigate, we conducted *Aldh1l1-GFP*-based RNA sequencing across a series of postnatal time points, thus providing transcriptomic profiling of developing cerebellar astrocytes. A subsequent analysis of temporal-specific DEGs and region-specific DEGs revealed functionally redundant gene ontologies associated with the distinctive gene profiles from each time point or region. Finally, we identified temporally enriched cerebellar astrocyte genes in the early postnatal period that are highly enriched in pediatric brain tumors of cerebellar origin. These results reveal arrays of astrocyte gene signatures that are temporally unique during cerebellar development and highly enriched in pediatric brain tumors of cerebellar origin.

### 3.1. Distinct and Conserved Gene Signatures in the Transcriptome of Cerebellar Astrocytes during Development

Transcriptomic analyses across distinct brain regions have begun to dissect the relationship between region-specific astrocytic gene signatures and their contributions to the regulation of neuronal circuits and behaviors relevant to each specific brain region [27,28,29,30]. Nevertheless, questions persist regarding how regionally distinct astrocytes in the brain develop to exhibit these unique molecular and functional features. Several studies have demonstrated spatial patterning during spinal cord development, raising the question of how these mechanisms influence astrocyte heterogeneity in the adult brain [30,31]. These observations suggest that astrocytes may possess developmentally encoded molecular identities. Another possibility is that astrocyte heterogeneity is a product of interactions with neighboring neurons and occurs after specification and migration [28,32].

Building upon our observations from immunostaining developing cerebellar astrocytes (Figure 1) and the concurrent transcriptome analysis of differential gene expression (Figure 2), we identified significant structural and molecular changes during the transition phase from P7 to P14 postnatal time points. Structurally, the three major layers (molecular, PC, and GC layers) exhibited distinct and clear boundaries at P14 through P28. This was accompanied by significant changes in GFP and GFAP expression in Bergmann glia (BG) and Velate astrocyte (VA) layers. At a molecular level, cerebellar astrocytes underwent dramatic changes in both global and specific gene expression patterns during the P7 to P14 transition phase (Figure 2B and Figure 3F). GO analysis at P14 revealed upregulated genes associated with post-developmental GO terms, such as CNS myelination, axon ensheathment, or lipid metabolism, while downregulated genes at P14 were linked to processes like neuron migration, differentiation, or the Wnt signaling pathway, which are known to be crucial for cerebellar development (Figure 2F,H) [33]. Intriguingly, the P7 to P14 phase revealed a remarkable increase in the number of genes shared among astrocytes, which are globally expressed in other brain regions (Figure 3F). The conserved astrocytic genes identified at P14 are associated with various synaptic functions (Figure 3K), suggesting the initiation of the expression of functional genes associated with neuronal interactions at this time point. Considering the essential role of PCs in cerebellar synaptic circuitry, which involves integrating excitatory synaptic inputs from both climbing fibers and parallel fibers and sending solely inhibitory output [34,35], the data support the critical correlation between the key regulatory functions of astrocytes in early cerebellar circuitry formation. As an increasing number of studies highlight the connection between cerebellar glia and neurological dysfunction [15,18,20,34], and given that early symptoms of numerous cerebellar-related neurodevelopmental disorders emerge during the early postnatal stage [34,36,37], our data also support the notion that transcriptomic changes in cerebellar astrocytes play a significant role in the development of cerebellar circuits during the P7 to P14 period. To address the important question of how region-specific astrocytes exhibit differential transcription, additional studies are essential to identify the underlying mechanisms specific to these astrocytes. While we acknowledge the need for further investigation, we posit that this difference may be regulated by transcription factors within region-specific astrocytes or through interactions with neurons specific to those regions during development [38,39]. 

### 3.2. Temporal Cerebellar Astrocyte Gene Signature: Implications for Pediatric Brain Tumors of Cerebellar Origin

The cerebellum is a frequent location for pediatric brain tumors, including ependymoma and medulloblastoma [23,25,40]. Comparative analysis based on murine cerebellar atlases suggests that PFA-EPN may trace its roots to radial glial subtypes [41]. The origin of medulloblastomas, however, varies among subgroups. Studies indicate that GC precursors are the likely origin of SHH-MB [42,43], while G3-MB and G4-MB subtypes are believed to originate from the cerebellar rhombic lip subventricular zone, a progenitor area for glutamatergic unipolar brush cells [42,44]. The Wnt medulloblastoma subtype originates from a distinct brain region [45]. Despite these findings, malignant transformation of tumor cells alters their cellular properties and transcriptional profiles, thus complicating the identification of key factors for tumorigenesis specifically within the cerebellum. Our comparative analysis of temporal, cerebellar-specific astrocyte gene signatures and enriched gene lists from pediatric tumors of cerebellar origin suggests a potential link between astrocytic transcriptomic transitions and the gene signatures associated with pediatric brain tumors (Figure 5B). Astrocytic genes enriched in all five cerebellar-origin pediatric brain tumors were cerebellar-specific and exhibited elevated expression at P7 but experienced a significant decrease after P14. This observation suggests that the temporal transcriptomic dynamics of astrocytes during the transition from development to functionally active are crucial, irrespective of the cell of origin of cerebellar pediatric tumors.

## 4. Materials and Methods

### 4.1. Animals

All animals were treated in compliance with the US Department of Health and Human Services, NIH guidelines, and Baylor College of Medicine institutional animal care and use committee (IACUC) guidelines. Mice were housed in a 12 h light–dark cycle environment with food and water available. Both male and female mice were used for all experiments, and littermates were randomly allocated to experimental groups. All mice used in this study were maintained on the C57/BL6J background. For FACS purification and visualization of astrocytes, the *Aldh1l1-GFP* reporter mouse line was used [46].

### 4.2. Tissue Preparation

For immunostaining, mice were anesthetized and transcardially perfused, first with saline solution and then with 4% paraformaldehyde in 0.1 M phosphate buffer (PB; pH 7.2). Brains were stored at 4 °C in 4% paraformaldehyde for 2 d, and then in a 20% sucrose solution until they sank. Six separate series of 40 μm coronal brain sections were obtained using a Model CM3050S cryostat (Leica, Wetzlar, Germany) and stored in an anti-freeze stock solution (PB containing 30% glycerol and 30% ethylene glycol, pH 7.2) at 4 °C before use.

### 4.3. Immunofluorescent Staining

For immunofluorescence staining, every 6th serial section in each set (~8 sections) was collected and rinsed two times with PBS containing 0.2% Triton X-100 (PBST). After blocking non-specific binding by incubating with 10% goat serum in PBST, sections were incubated overnight at room temperature with primary antibodies (GFP (1:1000 dilution; abcam, ab13970), GFAP (1:1000 dilution; abcam, ab4674), HMGB2 (1:500 dilution; Proteintech, 14597-1-AP), and Kif11 (1:500 dilution; Proteintech, 23333-1-AP)). Immunoreactive proteins were visualized using Alexa-Fluor-488- or Alexa-Fluor-555-conjugated secondary antibodies (1:600 dilution; Invitrogen, Carlsbad, CA, USA). 

### 4.4. Confocal Imaging and Image Analysis

For whole cerebellar imaging, fluorescence images were acquired using the Zeiss LSM 880 laser-scanning confocal microscope with a ×20 objective tile imaging with a frame size of 1024 × 1024 and a bit depth of 12 (Zen3.1). For the layer-specific imaging, fluorescence images were taken with a ×40 oil immersion objective with frame size of 1024 × 1024. Images were imported to Imaris Bitplane software (ver. 9.2.1), and 3D surface renderings (Figure 1B,C) were performed with the Imaris Surface module by reconstructing color-coded surface images based on the surface area of each astrocyte type.

### 4.5. FACS Sorting

We collected cerebellum at precise time points (P1, P7, P14, and P28) from the mouse brain and dissociated them using a protocol described previously [7]. Dissociated astrocytes from each time point were gated using the BD FACSDiva software (ver. 9.0.1) and sorted using the BD FACSAira III system with a 100 µm nozzle. Around 95,000 GFP+ astrocytes were collected per 1.5 mL tube, which contained 650 µL of buffer RLT (Qiagen, 79216, Hilden, Germany) with 1% β-mercaptoethanol. Finally, each sample was vortexed and rapidly frozen on dry ice.

### 4.6. RNA Extraction and Library Preparation

For the whole transcriptomic RNA-Seq, RNA was extracted from pelleted cells using the RNeasy Micro Kit (74004, Qiagen). RNA integrity (RIN R 8.0) was confirmed using the High Sensitivity RNA Analysis Kit (DNF-472-0500, Agilent (formerly AATI)) on a 12-capillary fragment analyzer. cDNA synthesis and Illumina sequencing libraries with 8 bp single indices were constructed from 10 ng total RNA using the Trio RNASeq System (0507-96, NuGEN, Leeds, UK). The resulting libraries were validated using the Standard Sensitivity NGS Fragment Analysis Kit (DNF-473-0500, Agilent (formerly AATI)) on a 12-capillary fragment analyzer and quantified using the Quant-it dsDNA assay kit (Q33120). Equal concentrations (2 nM) of libraries were pooled and processed for paired-end (R1: 75, R2: 75) sequencing of approximately 40 million reads per sample using the High Output v2 kit (FC-404-2002, Illumina, San Diego, CA, USA) on the NextSeq550 system according to the manufacturer’s instructions. For scRNA-Seq, a single-cell gene expression library was prepared according to the Chromium Single Cell Gene Expression 3v3.1 kit (10× Genomics). In brief, single cells, reverse transcription reagents, gel beads containing barcoded oligonucleotides, and oil were loaded onto a Chromium controller (10× Genomics) to generate single-cell gel beads in emulsion, in which full-length cDNA was synthesized and barcoded for each single cell. Subsequently, the gel beads in emulsion were broken, and cDNA from each single cell was pooled. After clean-up using Dynabeads MyOne Silane Beads, the cDNA was amplified through PCR. The amplified product was fragmented to the optimal size before end-repair, A-tailing, and adaptor ligation.

### 4.7. RNA Sequencing

RNA sequencing was performed by Admera Health (South Plainfield, NJ, USA, https://www.admerahealth.com). The final libraries’ quantities were assessed using Qubit 2.0 (ThermoFisher, Waltham, MA, USA) and the QuantStudio ^®^ 5 System (Applied Biosystems, Foster City, CA, USA), and the quality was assessed using TapeStation D1000 ScreenTape (Agilent Technologies Inc., Santa Clara, CA, USA). Equimolar pooling of libraries was performed based on QC values and sequenced on an Illumina^®^ NovaSeq X Plus 10B (Illumina, San Diego, CA, USA) with a read length configuration of 150 PE for an estimated 2–2.5B PE reads per lane (1–1.25B reads each side). RNA-Seq data have been deposited at the NIH GEO database (GSE171590, access date: 30 June 2024).

### 4.8. Bioinformatics Analysis

Sequencing files from each flow cell lane were downloaded, and the resulting fastq files were merged. Quality control was performed using fastQC (version 0.10.1) and MultiQC (version 0.9) [47]. Reads were mapped to the mouse genome mm10 assembly using STAR (version 2.5.0a) [48]. In R (version 3.5.2), Bioconductor packages GenomicAlignments (version 1.16.0) and GenomicFeatures (version 1.32.2) were used to build count matrices [49]. UCSC transcripts were downloaded from Illumina iGenomes in GTF file format. Normalization and differential gene expression analysis were performed using DESeq2 (version 1.20.0) [50]. Cerebellar DEGs and values at each developmental time point and cerebellar-specific DEGs and values from regional comparison at each time point are listed in Tables S5 and S6. Gene expression heatmaps were generated using ComplexHeatmap (V2.0.0) [8]. Gene Ontologies were determined using Enrichr and visualized using GOplot (version 1.0.2). To analyze the data with other brain regions at indicated time points, we used our published dataset [22]. To analyze the data with adult cerebellum signature genes, we used a published dataset [10]. To analyze the data with the medulloblastoma and ependymoma gene set, we used a published dataset for medulloblastoma [23] and ependymoma [26].

### 4.9. Statistical Analysis

Sample sizes and statistical tests can be found in the accompanying figure legends. Offline analysis was performed using Image J and Prism software (version 9) and Microsoft Excel. The statistical significance of differences between two groups was determined using unpaired, two-tailed Student’s t-tests. For comparisons of multiple means, statistical significance was determined through one-way analysis of variance (ANOVA) followed by a Newman–Keuls post hoc test.

### 4.10. Data Availability

The datasets generated for this study can be found in the GEO repository, accession GSE252519. The source data are provided in this paper. All other data in this article are available from the corresponding author upon reasonable request.

## Figures and Tables

**Figure 1:**
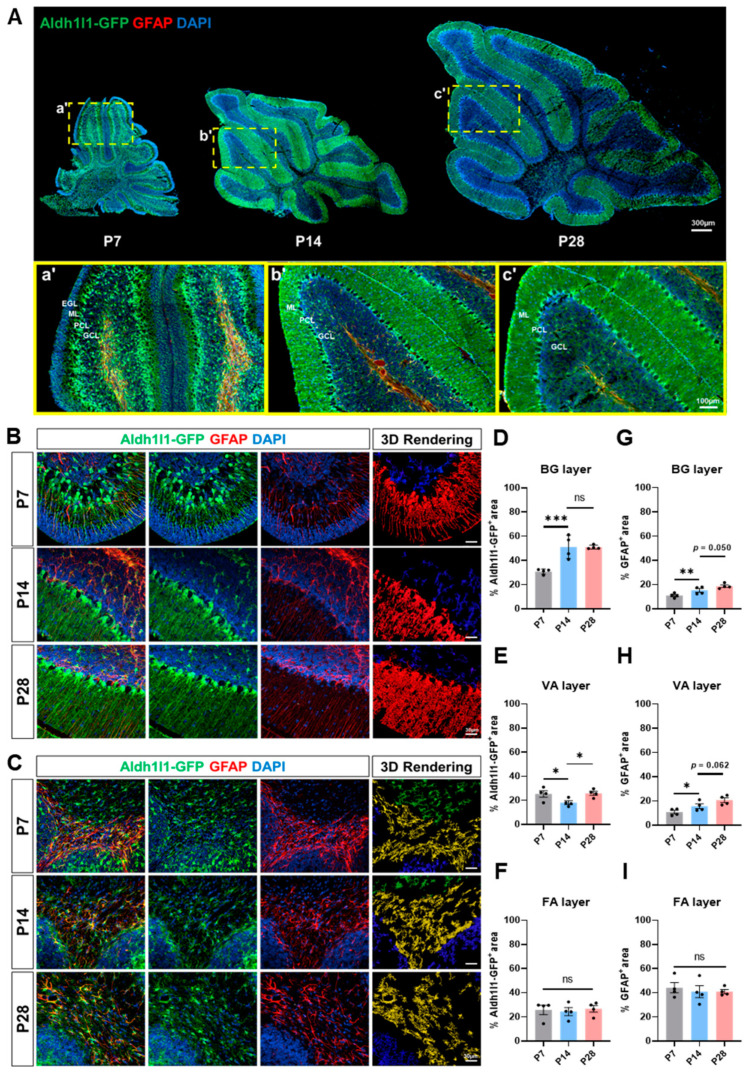
Temporal dynamics of astrocytic marker patterns coincide with cerebellar structural development. (**A**) Exemplar images of cerebellar sections from *Aldh1l1-GFP* mice immunostained for GFP (green) and Dapi (blue). Panels (**a’**–**c’**) (indicating yellow box) show higher magnitude images of each brain. (**B**) Representative images showing cerebellar cortex, including PC layer and molecular layer, where BGs and VAs are located. 3D rendering images illustrating the GFP-positive fractional area, with BGs highlighted in red and VAs in blue. (**C**) Representative images showing cerebellar white matter, where FAs are located. 3D rendering images illustrating the GFP-positive fractional area, with VAs highlighted in blue and FAs in yellow. (**D**–**F**) Graphs showing GFP-positive fractional area for BG, VA, and FA. (**G**–**I**) Graphs showing GFAP-positive fractional area for BG, VA, and FA (*n* = 4 for each group, ns (not significant), * *p* < 0.05, ** *p* < 0.001, *** *p* < 0.0001). Data are shown as the mean ± standard error of the mean (SEM).

**Figure 2:**
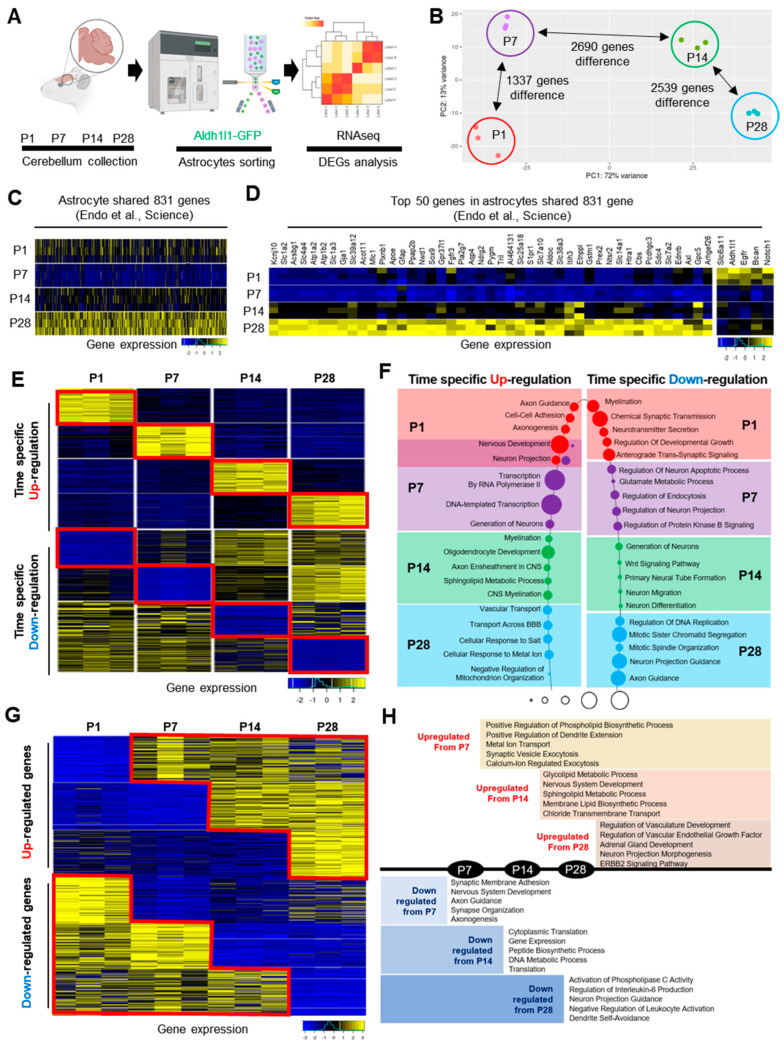
Identification of cerebellar astrocyte gene expression signatures during postnatal development. (**A**) Schematic of the approach used to investigate astrocyte transcriptome in mouse cerebellum. (**B**) Principal component analysis plot from RNA-Seq results of cerebellar astrocytes across time points. (**C**) Heat map showing gene expression changes of developing cerebellar astrocytes compared with adult astrocytes’ shared genes. (**D**) Heat map and gene lists of the top 50 genes from adult shared genes comparison [10]. (**E**) Heat map showing time-specific up- or downregulated genes across time points. (**F**) Top 5 biological GO terms of each time-specific up- or downregulated gene. (**G**) Heat map showing the genes up- or downregulated from each time point. (**H**) Top 5 biological GO terms of genes that were up- or downregulated from each time point.

**Figure 3:**
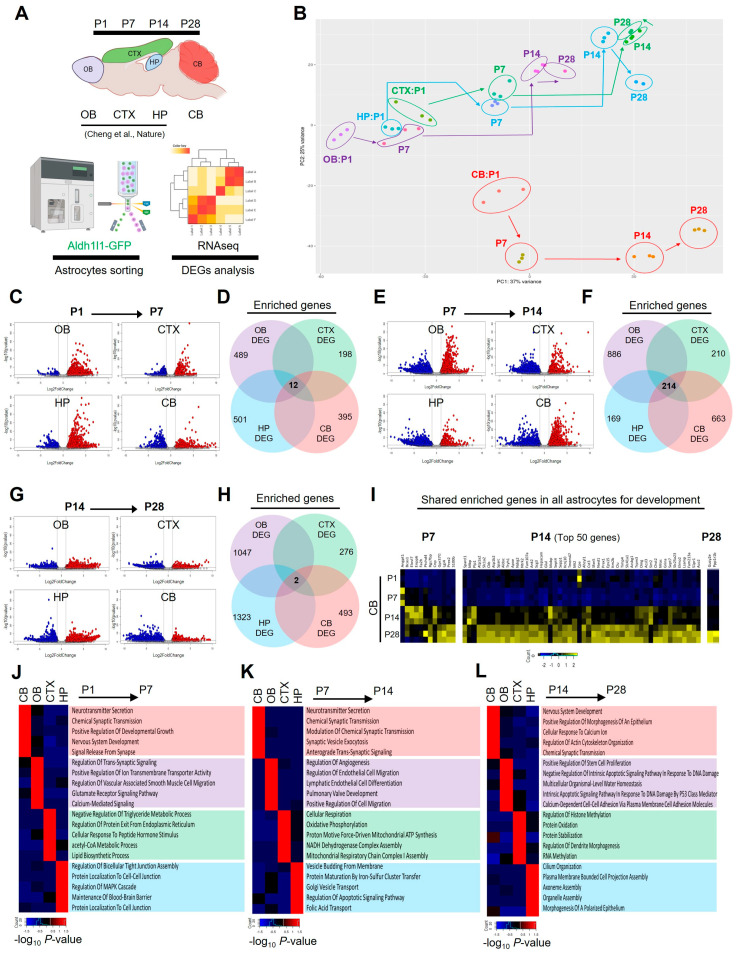
Enriched gene expression signature changes define region-specific astrocytes transcriptome during postnatal brain development. (**A**) Overview of the approach for investigating region-specific postnatal astrocyte transcriptome from different brain regions [22]. (**B**) Principal component analysis plot displaying RNA-Seq results of astrocytes from four brain regions across time points. (**C**,**E**,**G**), Heat maps showing DEGs of each time point. (**D**,**F**,**H**) Number of region-specific or globally conserved DEGs across the time points. DEGs of each time point are listed in Table S3. (**I**) Heat map and gene lists showing globally conserved genes across the time points. (**J**–**L**) Top 5 biological GO terms of DEGs from four brain regions across the time points.

**Figure 4:**
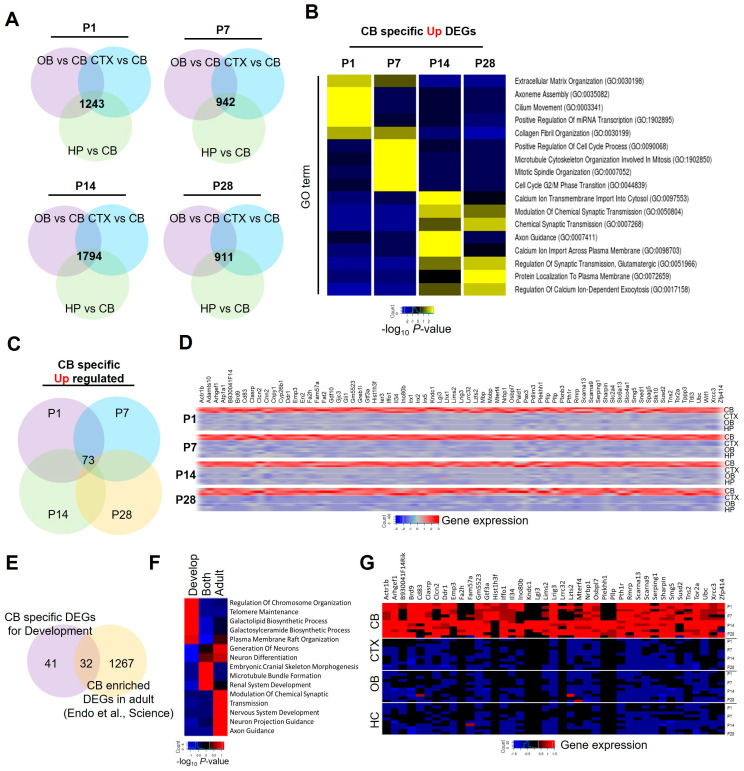
Isolation of CB-specific enriched astrocyte signature genes for postnatal development. (**A**) Venn diagrams showing cerebellar-specific genes at each time point. (**B**) Heat map and biological GO terms of cerebellar-specific enriched genes. (**C**) Venn diagram showing the number of genes conserved across the time points. (**D**) Heat map and gene list showing cerebellar-specific genes that are conserved across the time points. (**E**) Venn diagram displaying cerebellar-specific DEGs for development and cerebellar-enriched genes conserved in the adult stage [10]. (**F**) Biological GO terms and heat map of cerebellar-specific conserved genes. (**G**) Gene list and heat map of cerebellar-specific conserved genes.

**Figure 5:**
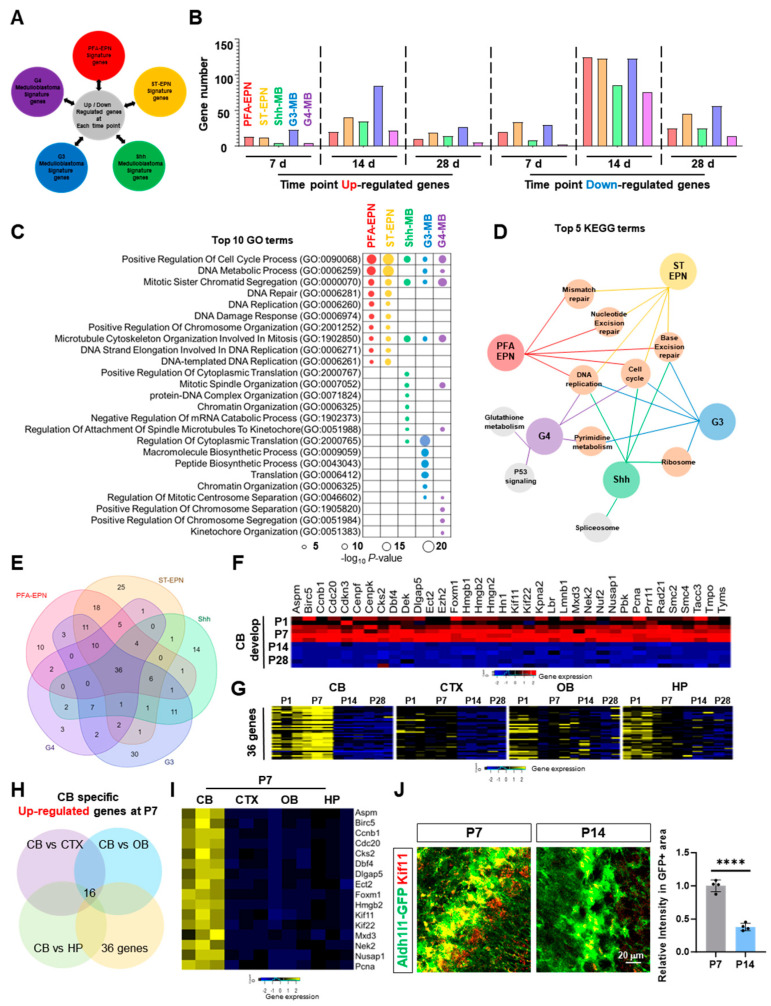
Identification of unique signature genes enriched in brain tumors of cerebellar origin (**A**) Schematics showing the types of brain tumors that were analyzed in this study. (**B**) Graph showing the number of genes from comparison analysis of up- or downregulated DEGs from each time point. (**C**) Top 10 biological GO terms from five types of brain tumors of cerebellar origin. (**D**) Top 5 KEGG terms of five brain tumor types. (**E**) Venn diagram displaying the shared or unique gene number from each tumor type. (**F**) Gene list of cerebellar brain tumor shared genes and heat map showing the expression pattern. (**G**) Heat maps of cerebellar brain tumor shared genes across the time points. (**H**) Venn diagram showing the number of genes that were specifically upregulated in the cerebellum at P7. (**I**) Heat map and gene list of cerebellar-specific P7 upregulated genes. (**J**) Dynamic Kif11 expression change in astrocytes between P7 and P14 (*n* = 4 per each group, **** *p* < 0.0001). Data are shown as the mean ± SEM.

## Data Availability

The datasets generated for this study can be found in the GEO repository, accession GSE252519 (access date: 30 June 2024). The source data are provided in this paper. All other data in this article are available from the corresponding author upon reasonable request.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25021021/s1.

How the deposited data were processed for this re-analysis (not part of the article)

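RNA from GFP-sorted cells of the cerebellum of Aldh1l1-GFP mice was sequenced in 3 libraries at each of P1, P7, P14 and P28. The authors aligned the reads to mm10 with STAR, counted them per gene with GenomicAlignments and GenomicFeatures on UCSC transcripts from Illumina iGenomes, and normalized the counts with DESeq2. How reads shared by overlapping or near-identical genes were treated, and whether strand was used, is not stated in the paper's text. The deposited values are not raw counts. They are a signal on the scale of normalized counts, in which the authors divided each library's counts by one size factor, and every value of a library was a whole multiple of its smallest one. Dividing by that step gave back whole reads for 100% of the values, and these reads served for depth, for floors and for the count-based alternatives. Each column was matched to its library through the name in the sample labels, with 0 columns left over. All 12 column names carry P28, whatever the time point, and that part of the names was not used. The time points therefore rest on the labels.

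The table has 24421 entries. Of these, 27 gene symbols had been turned into dates, 2 symbols occurred more than once, and 0 were mitochondrial genes. Symbols and chromosomes were taken from RefSeq genes, with 23204 entries matched by symbol, 1070 by an older symbol and 147 without a match. Transcript lengths, GC content and the coordinates printed in the text came from GENCODE M21 on GRCm38, the same build as mm10.

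Counts as the deposited unit had been assumed when the tests were set, with edgeR as the main test. As the values turned out to be normalized, the main test was limma (version 3.58.1, R 4.3.3) on log2(value + 1), with a mean per time point, one fit over the 12 libraries and a trend of the variance on expression. It covered the 15464 genes with a value of at least 10 in at least 3 libraries. Genes were called at an unadjusted p under 0.05 and a log2 fold change over 0.75, as the paper's threshold was read, since Table S5 lists genes by unadjusted p. Benjamini-Hochberg adjusted p-values over all genes tested are given beside these calls. Stage-specific genes were called in the same direction against all 3 other time points. Genes up or down from a time point were called at that one of the consecutive steps. Principal components used DESeq2 (version 1.42.0) rlog values of the recovered reads, on single threads with a set linear algebra kernel. edgeR (version 4.0.16) with its quasi-likelihood test and TMM scaling, run on the recovered reads of 15575 genes as an added alternative, called 2198, 3972 and 3644 genes in the 3 steps, and 1012, 2770 and 1823 after adjustment.

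Results of some single genes are not reported here. Gene lists were tested with camera at a preset correlation between genes of 0.01, and with fry, with adjustment over 17 tests. The lists were the astrocyte and tumor genes of the paper's figures, axon guidance, myelin, synaptic vesicle, synaptic adhesion, sphingolipid, ribosomal protein, endothelial and microglia genes. Lists of replication and mitosis genes, granule neuron precursors, granule neurons, neurons, Purkinje cells, oligodendrocyte precursors, red blood cells, immediate early genes and sex-linked genes served for the closing observations only. Gene Ontology terms of the paper come from a web service and were not rerun. The genes named in the text are those the paper names, for each step the 3 rising and 3 falling genes with the largest change among those with an adjusted p under 0.05, at least 10 CPM and no overlap between the libraries, for each stage-specific set the 2 genes with the largest smallest change, and for each list its 2 most abundant members. Genes outside this rule are said to be so where they appear. The lists, the rule for named genes, the grouping of the libraries, and the alternatives were set before the data were examined, except for edgeR with TMM on recovered reads, TMM scaling in the limma fit and pseudocounts of 0.1 and 10, which were chosen after seeing the data. The alternatives were DESeq2's test, edgeR with DESeq2's size factors, scaling by library totals alone, no filter on low counts, at least 10 reads in every library, only the time points compared, the replicate number as a block, adjusted p-values, no fold change threshold, a linear fold change (an increase by 0.75 of the starting value) in place of log2, and each library left out.

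The tests were checked on simulated counts drawn from the real libraries' means and sizes, with 200 genes changed by a log2 fold change of 2. limma recovered 189 of them at the unadjusted threshold and 132 after adjustment over 15512 genes, while 611 and 4 of 15276 unchanged genes were called. edgeR recovered 193 and 134 over 15534 genes, and DESeq2 192 and 161 over 19872 genes. A simulated list of 36 genes changed by 1 had a median of 1.01 and a camera p of 1.99e-29, against 0.321 in a step without change. Between 6399499 and 14733985 reads per library were counted on genes, and a gene with no read in a library can hold up to 3 reads there at 95% confidence. A fold change against a time point with at most 3 reads in every library is given as a lower bound. Such a bound divides the arithmetic mean of the other time point by the mean floor. It can exceed the log2 fold change where the libraries of that time point differ widely. Prdm12 at P7, Nphs1 at P14 and Scrt2 at P28 had up to 10, 5 and 4 reads in a library. Their changes are therefore printed as measured. Their means there (2.65, 2.84 and 1.57 normalized counts) still lay under the mean floors of 2.88, 3.20 and 3.99, so the sizes of these changes are uncertain. Floors cover counting error only, since the reads carry no molecular identifiers. Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 served for permutation tests, comparisons of tables and plots. The data of other brain regions, the immunostaining and the overlaps with tumor gene lists were not analysed here.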

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

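Both tests in this part were chosen after the result was seen.

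Genes of the sex chromosomes, which the paper does not discuss, differed between the time points. Xist, which is expressed from the inactive X chromosome of female cells, had 28.9, 20.7 and 14.4 normalized counts in the P1 libraries and 21736, 18254 and 22155 in the P14 libraries. In the P7 libraries it had 24667, 90.3 and 25471, and in the P28 libraries 24.8, 62.5 and 21061. The sum of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was 2100, 1833 and 1685 at P1, 3.98, 2470 and 7.75 at P7, 21.2, 1.06 and 2.17 at P14, and 2154, 2160 and 14.9 at P28. These values stood out because the lowest value of Xist at P14 (18254) and that of Ddx3y at P1 (624) lie far above what a count of 0 allows there (on average 3.20 and 2.09 normalized counts). The sex of the animals is not given in the labels, and the paper states that both sexes were used.

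A candidate explanation is that the sex of the animals differed between time points, so that some of the genes called follow sex and not age. From P1 to P7, 4.29% of the genes called with a known position lie on the X or Y chromosome, against 3.60% of those tested (one-sided Fisher's exact test, p = 0.0391, or 0.117 after Benjamini-Hochberg adjustment over the 3 steps). The same comparison gave p of 0.122 and 0.497 for the later steps (0.183 and 0.497 adjusted). This test leaves the explanation open, since genes on autosomes can follow sex as well. From P1 to P7 it also counts Xist and the 4 Y-linked genes, whose values prompted it, so its p is not independent of them. Between P1 and P14, where the Xist and Y-linked values differ in every library, 3986 autosomal genes were called, and an effect of sex on these was not separated from that of age. The Xist and Y-linked values also differ within P7 and within P28, so a model of the 12 libraries could hold both if the sex of each were given. No such model was fitted, as the libraries were not assigned a sex from their values, and a biological difference by sex was not tested. Mislabelled libraries were not tested for.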

How the results depend on the processing

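The alternatives edgeR with TMM, TMM scaling, and pseudocounts of 0.1 and 10 were chosen after seeing the data, and no explanatory test is part of this section. For the changes below the cause was not tested unless the alternative itself removes genes, libraries or calls.

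Benjamini-Hochberg adjustment, which by construction lowers these numbers, left 1084 genes called from P1 to P7 and 2027 from P14 to P28. Stage-specific genes were then 171 up and 233 down at P1, 106 and 250 at P7, 159 and 36 at P14, and 441 and 760 at P28, with 180 genes up from P7, 322 up from P28, 209 down from P7 and 871 down from P28. With only the time points compared in the model, 3304 genes were called from P1 to P7, 523 were up at P1, 484 up at P7, 59 down at P14 and 881 down at P28. In that setting 582 were up from P7, 333 up from P28, 761 down from P7 and 677 down from P28. With at least 10 reads in every library, which leaves fewer genes to test, 2311 genes were called from P14 to P28, 220 were up at P1, 509 down at P28, 844 down from P14 and 535 down from P28. Without a filter 521 genes were up at P1 and 507 up at P7. Without a fold change threshold 467 were up and 641 down at P7, 228 down at P14 and 1073 up at P28. Library totals alone gave 297 genes up at P28, 592 up from P14, 2000 down from P14 and 267 up from P28.

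The share of variance on PC1 was 45.3% with all genes (14.4% on PC2), 69.0% on log2 CPM, 72.7% with a mean count over 10 and 74.5% with the variance stabilizing transformation. Across the fits that each left out one library, PC1 ranged from 69.7% to 74.7% and PC2 from 10.1% to 14.3%. In earlier runs with other threads or another linear algebra kernel the share of PC1 was the same to the digits printed, but PC1 with a mean count over 10 and with single libraries left out moved by up to about 1 percentage point, so differences of that size between these settings are not read. The number of genes up at P7, 271 with all libraries, ranged from 177 (without P7 replicate 3) to 315 when one library was left out.

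The fall of the 36 tumor genes from P14 to P28 lost its adjusted p under 0.05 with DESeq2 (-0.71, adjusted p = 0.0601), with only the time points compared (-0.90, adjusted p = 0.0696), with at least 10 reads in every library (-0.041, adjusted p = 0.385) and with a pseudocount of 10 (-0.42, adjusted p = 0.0573), against a range over alternatives from 0.00472 to 0.385. Leaving out one library gave medians from -0.90 to -0.66, and an adjusted p of 0.110 without P14 replicate 1. The axon guidance genes from P1 to P7 lost it with at least 10 reads in every library (-0.19, adjusted p = 0.151), without P7 replicate 1 (-0.14, adjusted p = 0.0870) and without P1 replicate 1 (adjusted p = 0.107), in a range from 0.00574 to 0.151, with medians from -0.39 to -0.14 when one library was left out. The endothelial genes from P14 to P28 lost it under fry (-0.66, adjusted p = 0.289) and without P28 replicate 1 (-0.91, adjusted p = 0.0649), in a range from 3.02e-05 to 0.289, with medians from -0.91 to -0.66. The other list tests kept their direction and their side of the threshold in every setting run.

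Genes near 0 changed direction. With library totals alone the log2 fold change was -0.068 for P2ry12 from P14 to P28, -0.061 for Neurod1 and -0.18 for Fos from P7 to P14, 0.031 for Sema6d and 0.032 for Neo1 from P1 to P7, and -0.11 for Neo1 from P14 to P28. This scaling shifts the genes of a step nearly alike, so these 6 reversals follow from its construction. With one library left out, it ranged from -0.25 to 0.077 for Gfap, -0.35 to 0.21 for Cntn2, -0.11 to 0.48 for Neurod1 and -0.016 to 0.17 for Fos from P7 to P14. From P1 to P7 it ranged from -0.16 to 0.094 for Sema6d, -0.21 to 0.096 for Neo1 and -0.039 to 0.27 for Ptprd. Xist, which is not near 0 from P7 to P14 (2.42), ranged from -0.28 without P7 replicate 2, the P7 library with the fewest Xist counts, to 3.78. Of 85 comparisons of single genes run, apart from those of Aldh1l1, Gfap, Kif11 and Hmgb2 from P7 to P14, 36 changed in at least one setting, with 84 changes to a weaker, 31 to a stronger and 17 to a reversed result.

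Replicate numbers are shared between the time points without a stated pairing. Over 18 pairs of libraries with the same number, the correlation of their deviations from the time point means had a median of 0.031 (from -0.029 to 0.139) and was over 0.1 for 1, so the numbers do not pair the libraries. With the replicate block 2231, 4065 and 3725 genes were called in the 3 steps, and no count moved by more than 1.5 times. Genes that a filter removes have no value under that alternative. Depth limits genes with few reads, and changes against a time point with at most 3 reads in every library are lower bounds.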

Differences from the paper's values

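No test in this part was chosen after the result was seen, and the alternatives named are those set before the data were examined unless stated otherwise.

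From P1 to P7, 2198 genes were called here against the paper's 1337. The difference was within 1.5 times with at least 10 reads in every library (1765), with adjusted p-values (1084), and without P1 replicate 1 (1824), P1 replicate 2 (1788), P7 replicate 2 (1743) or P7 replicate 3 (1869), and not with the other alternatives. From P7 to P14, 4058 genes were called against the paper's 2690. It was within 1.5 times with DESeq2's size factors in edgeR (3960), at least 10 reads in every library (3134), adjusted p-values (2908), a linear fold change (3869), and without P1 replicate 1, 2 or 3 (3889, 3941, 3912), P7 replicate 1, 2 or 3 (3489, 3563, 3476) or P14 replicate 1, 2 or 3 (3887, 3706, 3842), and not with the others. edgeR with TMM (3972) and a pseudocount of 0.1 (3861) also came within it, and were chosen after seeing the values.

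Of the stage-specific genes, 340 were up at P1 against the paper's 186. At least 10 reads in every library (220), adjusted p-values (171) and leaving out P1 replicate 1 (247) or 2 (238) came within 1.5 times, as did a pseudocount of 0.1 (269), chosen after seeing the values. At P7, 271 were up against the paper's 109, and adjusted p-values (106) alone closed the gap. Also at P7, 411 were down against the paper's 199, closed by library totals alone (274) and adjusted p-values (250). At P14, 301 were up against the paper's 136, closed by adjusted p-values (159) alone. Also at P14, 101 were down against the paper's 58, closed by library totals alone (77), at least 10 reads in every library (85), only the time points compared (59), and leaving out P1 replicate 1 (79), P1 replicate 3 (80), P7 replicate 1 (77), P7 replicate 2 (86) or P7 replicate 3 (78), and by a pseudocount of 10 (84), chosen after seeing the values. At P28, 685 were up against the paper's 345, closed by library totals alone (297) and adjusted p-values (441). In each case the other alternatives did not close the gap.

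The paper gives about 40 M reads per sample, and the median of the 12 libraries here was 10.1 M. The first is the number sequenced and the second the number counted on genes, and the alternatives do not bear on it.

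The paper describes a progressive rise of the adult astrocyte signature. In the values here, the mean of 42 of the 50 genes was lowest at P7, and 43 were highest at P28.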

Other observations

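The tests of splits of the libraries, of a few genes taking most of the reads, of P14 libraries thinned to the share of zeros, of transcript length and of GC content were set before their results were seen, and the other tests were chosen after the result was seen.

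For each consecutive step, the 6 libraries can be split into 2 groups of 3 in 10 ways, and a share under 0.1 cannot be reached. The real split alone gave as many genes called in each of the 3 steps (1 of the 10 splits). It also gave the largest change of the list's median for every list test but one (1 of the 10 splits), namely the astrocyte and tumor genes in each of the 3 steps, the 16 cerebellar tumor genes from P7 to P14, the myelin genes from P1 to P7 and from P7 to P14, the synaptic vesicle and synaptic adhesion genes from P1 to P7, the sphingolipid and ribosomal protein genes from P7 to P14, and the axon guidance, endothelial and microglia genes from P14 to P28. For the axon guidance genes from P1 to P7, 2 of the 10 splits gave a median as large.

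For genes specific to one time point, 100 splits of the 12 libraries into 4 groups of 3 were drawn, the real one included. As many genes came out in 2 of the 100 splits for those up at P1, 4 for those up at P7, 2 for those up at P14, and 1 each for those up and down at P28. They came out in 3 for those up from P14, 2 for those down from P14 and 3 for those down from P28. Other splits reached the number more often for genes down at P1 (5 of 100), down at P7 (7), down at P14 (23), up from P7 (29), down from P7 (19) and up from P28 (14), so a share under 0.05 was not reached for these. The median over the other splits was 11, 11, 14, 113, 120 and 146 genes in the order down at P1, P7 and P14, up from P7, down from P7 and up from P28. These splits mix libraries of different ages, so they carry age differences as well. The largest numbers in other splits were 1514 genes down at P1, 495 down at P14 and 1944 up from P7. The real split gave 415, 101 and 348. For these sets the shares therefore cannot decide whether the number exceeds chance.

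Fewer genes were detected at P28 than at the other time points. Drawing 6399499 reads from each library left at most 14621 genes at P28 against 15941 to 18051 elsewhere, which argues against depth. Leaving out the 100 most abundant genes left at most 14623 against at least 15932 elsewhere, which argues against a few genes taking most of the reads. Genes with a mean of 20 to 50 recovered reads were chosen for each time point separately. Of their values, 6.05% were 0 at P28, against 0.519% at P1, 0.0921% at P7 and 1.99% at P14. This is consistent with fewer distinct RNA molecules having entered the P28 libraries, which could come from less RNA per sorted cell or from losses in preparation, and a change in the cells themselves remains open as well.

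From P14 to P28 more genes fell (2514) than rose (1211). Keeping a share of 0.245 of the molecules of the P14 libraries, which gave 5.80% of values at 0, led in 10 simulations to at most 34 falling and at most 3 rising genes, and to at most 29 genes specific to P28, against 1475 measured. Thinning to the number of genes detected at P28 needed a share of 0.110 and gave 14553 genes on average, against 15267 with the share before and 14554 measured, and 12.1% of values at 0. It led to at most 169 falling and at most 7 rising genes. The thinned libraries are copies of the P14 libraries they were set against and share their deviations, which keeps these simulated numbers low. With separate simulated libraries, limma called 611 of 15276 unchanged genes at the unadjusted threshold. The thinned libraries also gave more falling than rising genes at each share. The thinning therefore does not decide whether an even loss of molecules was the whole cause. Uneven losses were not simulated. Falling genes outnumbered rising ones in each of 3 equal groups of genes by transcript length, by at least 1.96 times, and in each of 3 by GC content, by at least 1.88 times. Among genes called without adjustment, the share of rising genes was at most 39.4% under 6 combinations of test and scaling. With only the time points compared in the model, 929 rose and 1670 fell, but 364 and 372 with adjusted p-values, so the excess is not seen in that setting after adjustment. Among 3 equal groups by mean expression, the ratio of falling to rising genes was 1.94 in the middle group (811 against 418), 8.22 in the lowest (1217 against 148) and 0.753 in the highest (486 against 645). Among the genes with at least 10 reads in every library, 1150 rose and 1161 fell, and 693 and 616 with adjusted p-values, so the excess is not seen there. That filter also takes out genes that fell to few reads at P28, which keeps the detection limit open as an explanation. A decline of many less abundant transcripts between P14 and P28 is a hypothesis, and a change in the mixture of sorted cells may add to it.

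The adult astrocyte genes were lower at P7 than at P1. If all other cells had taken the place of astrocytes evenly in the P7 libraries, markers of all other cell types would rise alike. In 6 of 8 marker lists, without the genes shared between lists, at least a share of 0.75 of the members went the same way. Their medians from P1 to P7 spread over 2.84 on the log2 scale, from microglia (0.58) to granule neuron precursors (3.43). Dealing the genes out to the lists at random gave as wide a spread with p = 0.00104 (permutation test across genes, which are not independent replicates). With each library left out the spread was from 1.87 (without P1 replicate 2, permutation p = 0.0164) to 3.82. Over all 8 lists it was 3.40 (permutation p = 5.80e-04). This argues against an even rise of all other cells. It cannot exclude a lower share of astrocytes, since a rise of particular cell types would lower that share too. Such a rise, for example of granule neuron precursors, remains open, as does a change within astrocytes. Gfap, Gpr37l1 and Prex2 were higher at P7 with an adjusted p under 0.05 (log2 fold changes of 1.19, 2.12 and 1.09). The last 2 were chosen after their values were seen. All 10 granule neuron precursor genes were among the genes tested, so the sorted cells or the cells around them express them, and Neurod1 is shared with the granule neuron list.

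The 36 tumor genes fell from P7 to P14 together with other genes of dividing cells. The 46 other genes of replication and mitosis had a median log2 fold change of -3.34, with 45 lower, and the medians of the lists differed by 0.28 (permutation test across genes, p = 0.363). This is in line with fewer dividing cells at P14, without saying which cells divided. Mki67 changed by -4.93 and Top2a by -4.50. A loss of granule neuron precursors from the libraries may contribute. Of the 10 markers of that list 2 were not lower at P14, Neurod1 (0.20, and -0.11 without P14 replicate 3) and Barhl2 (1.58), which leaves it open, as Neurod1 is also on the list of granule neurons. Cntn2 and Neurod1, the most abundant of the list, had 2165 and 1929 normalized counts at P7 and 1923 and 2272 at P14. Barhl2 was chosen after its values were seen. The replication and mitosis list changed by 0.61 from P1 to P7 and by -1.97 from P14 to P28 (-1.48 with bounds).

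Of the 20 myelin genes, 19 had their highest mean at P14. Mbp had 647, 11368, 146188 and 83065 normalized counts on average at the 4 time points. RNA of oligodendrocytes in the libraries may explain this. The pattern is what such RNA would give, the exception being Gjc3, and expression by the sorted astrocytes themselves was not tested. The myelin median from P14 to P28 was -2.14 (19 lower). Ugt8a, Gal3st1 and Fa2h are on both the myelin and the sphingolipid list, so the rise of sphingolipid genes at P14 is not independent of it.

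Lists of other cells were tested for description. Granule neuron precursor genes changed by a median of 3.43, -1.68 and -1.70 in the 3 steps, granule neuron genes by 1.99, 4.22 and -1.22, general neuron genes by 1.60, -0.65 and -1.02, Purkinje cell genes by 0.34, 1.45 (1.65 with bounds) and -0.31 (-0.30 with bounds), and oligodendrocyte precursor genes by 0.028, 0.94 and -2.06. Immediate early genes changed by -0.51, 0.078 and -0.82. Of 10 red blood cell genes, 2 were tested, with medians of 0.094, 0.21 and -1.68. Sex-linked genes, among which Xist went the opposite way to the Y-linked genes, changed by -4.99, -3.04 (-5.56 with bounds) and 5.08 (5.28 with bounds). Without P7 replicate 2 the lower bound of Ddx3y from P7 to P14 went from 74.5-fold to 0.978-fold, so its fall in that step rests on this library. Endothelial genes changed by 1.57 and 0.95 and microglia genes by 0.58 and 0.12 in the steps up to P14. The endothelial median of P7 replicate 2 was 4.88 times that of the other P7 libraries, and that of P1 replicate 2 was 3.82 times that of the other P1 libraries. Snap25 is on the lists of granule neurons, neurons and synaptic vesicles.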
